# Short Copy Number Variations Potentially Associated with Tonic Immobility Responses in Newly Hatched Chicks

**DOI:** 10.1371/journal.pone.0080205

**Published:** 2013-11-25

**Authors:** Hideaki Abe, Kenji Nagao, Miho Inoue-Murayama

## Abstract

**Introduction:**

Tonic immobility (TI) is fear-induced freezing that animals may undergo when confronted by a threat. It is principally observed in prey species as defence mechanisms. In our preliminary research, we detected large inter-individual variations in the frequency and duration of freezing behavior among newly hatched domestic chicks (*Gallus gallus*). In this study we aim to identify the copy number variations (CNVs) in the genome of chicks as genetic candidates that underlie the behavioral plasticity to fearful stimuli.

**Methods:**

A total of 110 domestic chicks were used for an association study between TI responses and copy number polymorphisms. Array comparative genomic hybridization (aCGH) was conducted between chicks with high and low TI scores using an Agilent 4×180 custom microarray. We specifically focused on 3 genomic regions (>60 Mb) of chromosome 1 where previous quantitative trait loci (QTL) analysis showed significant F-values for fearful responses.

**Results:**

ACGH successfully detected short CNVs within the regions overlapping 3 QTL peaks. Eleven of these identified loci were validated by real-time quantitative polymerase chain reaction (qPCR) as copy number polymorphisms. Although there wkas no significant *p* value in the correlation analysis between TI scores and the relative copy number within each breed, several CNV loci showed significant differences in the relative copy number between 2 breeds of chicken (White Leghorn and Nagoya) which had different quantitative characteristics of fear-induced responses.

**Conclusion:**

Our data shows the potential CNVs that may be responsible for innate fear response in domestic chicks.

## Introduction

Tonic immobility (TI) is an unlearned defensive behavior characterized by temporal paralysis [1], and is widely used to measure the extent of fear responses in chickens [2], [3] and other animals [4]–[6]. An individual with fewer induction attempts and longer TI responses is generally considered to be more fearful than those with many induction attempts and shorter TI responses [7]. Indeed, previous studies have demonstrated that the Red Junglefowl (RJF) and domesticated White Leghorn (WL) can be discriminated by different quantitative distributions of TI indices [8], [9]. Our previous study also detected significant differences in the TI responses between WL and Nagoya breeds (NG) in newly hatched chicks (days 1–2 after hatching) [10]. These significant levels of interbreed heterogeneity may be attributed to the artificial selection of response insensitivity to human handling during the process of chicken domestication.

Considerable efforts have been taken to understand the molecular basis of anxiety and fear-based responses based on the hypothesis that genetic linkage or pleiotropic gene effects could explain different reactions to fearful stimuli. In chickens, there are 2 major quantitative trait loci (QTL) for individual growth on chromosome 1 (*Growth1* and *Growth2*) [11], and surprisingly, *Growth1* QTL contains several genes which, together, affect personality [8]. Moreover, an important finding has been made regarding genetic links between fear responses and major growth QTLs in an RJF × WL intercross [7]. These findings raise the possibility that the growth QTL may contain genes or genetic regions that influence the extent of fear-related behavior in chickens with far-reaching effects at the molecular and cellular levels.

Another effective and reliable approach for identifying genes or genomic regions responsible for normal behaviors is to perform genome-wide searches for copy number gains and losses. Copy number variation (CNV) is defined as genomic duplications or deletions in relatively long elements (1 kb to several Mb in size). With increasing resolution in the detection of smaller CNVs, this definition has expanded to include short structural variants less than 1 kb, known as short CNVs (sCNVs) [12]. In humans, CNVs have been linked to various behaviors including brain-related disorders [13]. In non-human vertebrates, including chickens, a growing number of studies have focused on the associations between CNVs and observed phenotypic heterogeneities [14], and thus CNV has been recently recognized as an important source of genetic variability that may affect phenotypes because of the rearrangement of the genes or regulatory elements.

The main goal of this study was to identify novel sCNVs between chicks with high and low TI scores by using an array comparative genomic hybridization (aCGH) approach. We targeted 3 different QTL in chromosome 1, for which significant *F* values had been detected for TI responses in chickens. Our approach provides an efficient way to narrow the number of plausible factors that account for differences in fear-induced behaviors by focusing on the regions containing interesting QTL.

## Materials and Methods

### Animals Used in this Study

We used 3 breeds/strains of chicken with different selection histories (NG5 [*n = *32], NG7 [*n = *39], and WL [*n = *39]). NG was chosen as the target chicken breed in this study because of the following reason: NG chicks occasionally panic and are hurt when they are frightened by sounds or small stimuli. It is especially important for future management of economically significant breeds to uncover their genetic basis of fear-related behaviors.

The NG breed was originated from a cross between a local chicken from the City of Nagoya and the Chinese Buff Cochin in the early 1880 s. In 1905, this breed was recognized as the first practical breed for poultry farming in Japan, and the NG was formally established in 1919 [15]. Of the various strains, NG5 and NG7 have distinct histories of selection either as a layer-type strain (NG5) or as a meat-type strain (NG7). The details of husbandry of chicks have been described elsewhere [10].

### Tonic Immobility Test

A TI test was conducted using male chicks on days 1 and 2 after hatching. We measured TI responses 6 times for each chick (3 times on each of the days 1 and 2), regardless of the success rate of TI induction. We employed the same method used for assessing TI scores in adult chickens [1]; each chick was placed on its back in a V-shaped cradle and was kept there with light pressure on its breast for 5 s. After removing the pressure, chicks were not considered to be in TI status if the bird jumped up or righted itself within 5 s. We carried out the procedure 3 times in succession on each individual. The operator recorded the number of induction attempts required to induce a chick into the TI status as well as the time until righting in each successful TI induction (hereafter expressed as TI_ind_ and TI_dur_, respectively). If a bird did not enter TI status for all 6 attempts, TI_ind_ was assigned a score of 7. When 10 min had passed since the bird entered TI, the chick was forced to stand up, and TI_dur_ was scored as 600 s. A fixed video camera was also used to ensure that environmental factors such as unexpected noise and changes in light intensity had no influence on chicks’ fear-relevant behaviors.

### Microarray Design

Blood samples were collected from the 3 chicken breeds/strains of chickens and stored at −20°C until DNA extraction. We isolated genomic DNA from 110 chicks by using either the PUREGENE® DNA Purification Kit (Gentra Systems, Minneapolis, USA) or DNeasy® Blood and Tissue Kit (Qiagen, Tokyo, Japan). DNA concentration of each extract was measured using a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE). Four individuals with the highest average TI_dur_ were chosen from NG (IDs: NG933 [TI_ind_ = 1; average TI_dur_ = 248.8 s], NG4692 [TI_ind_ = 1; average TI_dur_ = 172.3 s], and NG3557 [TI_ind_ = 1; average TI_dur_ = 255.0 s]) and WL (WL3597 [TI_ind_ = 1; average TI_dur_ = 199.3 s]) strains as samples compared in aCGH analysis. One NG chick (NG999 [TI_ind_ = 7; TI_dur_ = 0]) that had not been induced the TI status in all 6 attempts was chosen as the reference sample. We used a chicken CGH Microarray 4×180K (Agilent Technologies, Tokyo, Japan), containing 180,000 custom probes of 60-mer, because Agilent’s 60-mer offers the highest sensitivity and reproducibility among the currently available commercial platforms [16]–[18]. We designed these probes by using the eArray software (Available: https://earray.chem.agilent.com/earray/Accessed 2011 May 19). Note that these probes covered a total of 60 Mb in exonic, intronic, and intergenic regions of chromosome 1, where significant *F* values were detected by previous QTL analysis for fear-related behaviors [7]. Information on QTL for TI attempts (trait ID: 2123) and duration (2124) in the chicken genome was obtained from the QTL database (Available: http://www.genome.iastate.edu/cgi-bin/QTLdb/GG/index. Accessed 2011 Oct 11). The mean probe spacing was 1,029 bp, and the median probe spacing was 264 bp. 

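The 4 arrays shared one design with 180880 features, of which 7080 were control spots. The other 173800 spots carried 170000 distinct probes of a median length of 60 bp. A total of 168902 probes were printed at 1 spot, 798 at 2 spots, 298 at 11 spots and 2 at 12 spots. Over the start positions of consecutive distinct probes on chromosome 1 the mean spacing was 1029 bp and the median 264 bp. The target has a pair of gaps of 35.9 Mb and 80.5 Mb between its regions, and with the distances across these gaps left out the mean spacing was 345 bp with the median still at 264 bp.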

Our strategy was somewhat analogous to that employed by a previous study [19], which targeted for restricted chromosomal regions in the porcine genome. There were several reasons for targeting sCNVs as a candidate for TI response variability. Although no clear pattern for CNV effect versus CNV-gene distance has been observed, smaller variants less than 1 kb have been found to be more likely to regulate gene transcription than larger variants [12]. Moreover, a recent study suggested that sCNVs tend to originate from the presence of a variable number of tandem repeats, which could provide a source of genetic variability for modifying normal and abnormal human behaviors [20]. All hybridizations were performed using 2 dyes for labeling reference (Cy3) and sample DNA (Cy5). The hybridization and initial data analysis were performed by MACS® Molecular genomic service (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany).

### Detection of Copy Number Variations

Statistical analysis for CNV detection was performed using Agilent GENOMIC WORKBENCH Standard Edition 6.5 software (Agilent Technologies). The minimum number of probes present in an aberrant region was 4, and aberrant segments were identified for a CNV locus when the average log_2_ ratio was greater than |±0.4|. In addition, a less stringent filter was used to infer aberrant regions under the condition that the minimum number of probes present in an aberrant region was 2. In both cases, the statistical analysis of aberrant regions was based on the aberrant detection algorithm ADM-2. The full data set and designs from the oligo aCGH experiments have been submitted to the GEO database [21] under the accession ID GSE38434.

### Copy Number Validation by Quantitative Polymerase Chain Reaction

To validate representative aCGH results, quantitative polymerase chain reaction (qPCR) was performed using the chicken β-actin gene (*ACTB*) as a reference for normalization of the real-time PCR experiments. On the basis of the aCGH aberration data, 52 sets of PCR primers for candidate sites were designed using Primer3 software [22]. Each set of primer pair was expected to yield PCR products, ranging from 150 to 200 bp based on the sequence in the chicken genome assembly build 3.1. The primer sequences are listed in Table S1. Prior to real-time PCR, each product was electrophoresed on a 2.0% agarose gel in order to verify the expected product size. Amplification curve and Ct values were generated with the Thermal Cycler Dice® Real Time System (Takara Bio, Shiga, Japan). Each qPCR reaction (15 µL) contained 10 ng of genomic DNA, 2.0 µL of 5 µM forward and reverse primers, 0.3 µL of ROX reference dye, and 7.5 µL of the 2× SYBR® Premix Ex Taq™ II (Takara Bio). The PCR cycle consisted of initial denaturation at 95°C for 30 s, followed by 40 cycles at 95°C for 5 s and 60°C for 31 s. Each sample was run 3 times to obtain accurate qPCR results. For relative amount quantification, Ct value differences were used to quantify the relationship between relative copy number and β-actin. This was calculated as follows: relative copy number = log2^ΔCt^, where ΔCt = Ct_β-actin_ – Ct_target_. The Ct values obtained were in agreement within and between runs.

### Statistical Analysis

Since almost all test data showed non-normal frequency distributions that could not be transformed to meet the requirements of parametric statistical analysis, the Kruskal-Wallis test was carried out to examine the difference in TI_ind_ and TI_dur_ scores between breeds/strains. In each sCNV locus, we compared TI scores with the distribution of relative copy number, calculated as log2^ΔCt^. To compare relative copy number between chicks with high and low TI scores, each chicken cohort was classified into high (TI_ind_ = 1; TI_dur_ ≥60 s) and low (TI_ind_ = 2∼7; TI_dur_ <60 s) groups. Biased relationships between copy number and each TI score were examined using *F*-statistics under the null hypothesis of no association between copy number on the target locus and TI responses.

### Ethical Note

All aspects of the study were performed according to the guidelines established by the Ministry of Education, Culture, Sports, Science and Technology in Japan (Notice No. 71). This study fulfilled ethical guidelines of the International Society of Applied Ethology [23]. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Wildlife Research Center of Kyoto University (Permit No. WRC-2012-EC001).

## Results

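Genomic DNA of 4 chicks with high TI scores was hybridised on 1 array each and labelled with Cy5. DNA of NG999, the chick with a TI_ind score of 7, was labelled with Cy3 on all 4 arrays, so a positive log2 ratio is a higher signal in the high TI chick. NG999 is therefore 1 control sample, and a test of the ratio against 0 leaves out the spread among low TI chicks. The dyes were not swapped and all 4 arrays lay on 1 slide, so a dye effect of a single probe cannot be separated from a difference in copy number. The sample labels differ from the paper in 1 digit of the number of NG933 and give the breed of the chick that the paper calls WL3597 as Nagoya. Both chicks carry the paper's names here, and a value of WL3597 describes 1 chick.

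The authors deposited the scanner output, with the intensity of each spot in both dyes after background subtraction and a linear dye normalization, and the log10 ratio of the dyes with its error. From these intensities a log2 ratio was computed and centred on the median of its array, and the spots of one probe were averaged. Between 100 and 172 spots per array with an outlier mark were left out. Signals were well above background at 99.8% to 99.9% of the target spots in either dye on each array. The SD of the log2 ratio between spots of one probe, over the 300 probes printed at 11 or more spots, was 0.07 on the arrays of NG933 and NG4692 and 0.08 on those of NG3557 and WL3597. The spread between neighbouring probes, which also holds differences between probes, was 0.28 for NG933, 0.30 for NG4692, 0.26 for NG3557 and 0.36 for WL3597. The number of arrays limits the precision of every mean.

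Aberrant segments were found by a rebuilt form of ADM-2. It takes, one after another, the intervals of up to 100 probes whose sum of error-weighted log2 ratios scores highest. A segment needed a score above 6.0 and an absolute mean log2 ratio above 0.4, with at least 4 or at least 2 probes as in the Methods. The paper's text names no score threshold, and 6.0 was chosen as the usual setting of the software. On 4 simulated arrays with 800 inserted segments, 97.8% were found and no false segment was called. The simulated noise was independent between probes and drawn from each probe's error, with a median of 0.205 to 0.206 per array. The real spread between neighbouring probes was 0.26 to 0.36, so the simulation does not measure false segments on the real arrays. Of the inserted segments with 2 probes and a log2 ratio of 1 in size, 82.0% were found.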

A total of 180,000 unique probes was designed in chicken chromosome 1 targeting 3 identical QTL for fear traits (Figure 1). Table 1 shows the main results from the TI experiment in each cohort of newly hatched chicks. WL chicks were easily induced into TI status according to the number of successful TI inductions to total attempts and TI_ind_ as compared with those of NG (*F*_1,107_ = 16.18; *p*<0.001), whereas TI_dur_ in WL was significantly shorter than that of NG (*F*_1,107_ = 4.56; *p*<0.05). Data from NG5 and NG7 were combined for statistical analysis, since we did not find any difference in their TI scores (*p*>0.05).

**Figure 1:**
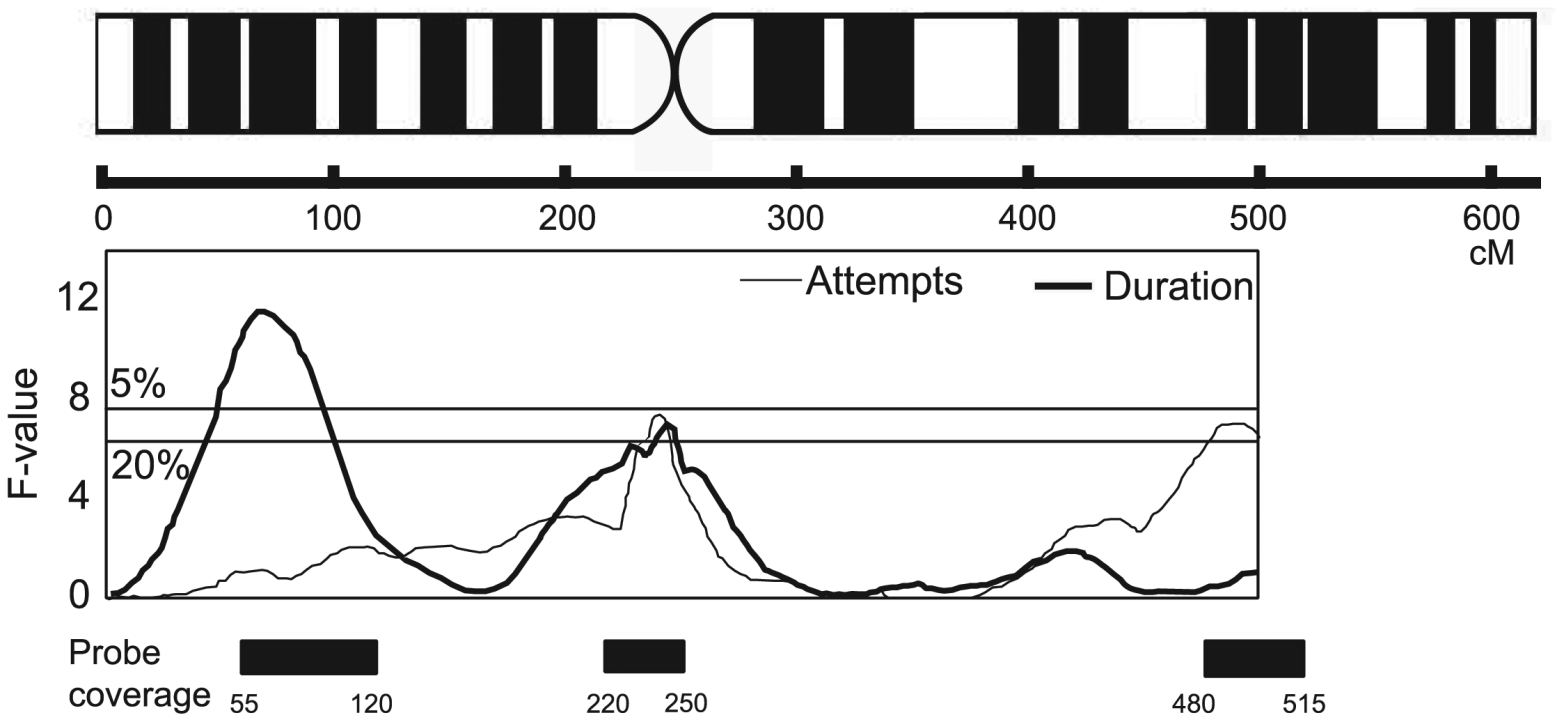
Probe coverage on chicken chromosome 1 for array comparative genomic hybridization. Probes are designed in 3 regions (>60 Mb) where significant *F*-values have been identified by previous quantitative trait loci analysis. Genome-wide *F*-values for tonic immobility duration (thick line) and induction attempts (thin line) are quoted from [7].

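Coordinates on the arrays are those of the chicken assembly galGal3. The first target region of chromosome 1 ran from 19000004 to 42499650 and held 69037 probes over 23.5 Mb. The second ran from 78358457 to 87999928 and held 25298 probes over 9.64 Mb. The distal region ran from 168500152 to 194000003 and held 75665 probes over 25.5 Mb. The 3 regions together spanned 58.6 Mb.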

**Table 1:** The induction and duration of TI response in each chicken breed/strain.

Strains	*n*	Induction/attempts	Induction	TI duration		
NG5	32	51/192 (0.27)	4.4	99.4	±	15.8
NG7	39	45/234 (0.19)	4.6	114.2	±	22.5
WL	39	82/234 (0.35)	2.7	74.8	±	10.2

**Note**: Standard error of the mean (SEM) are shown with the time until righting (sec).

A large number of aberrant loci were detected in chicken chromosome1 based on the aCGH analysis between chicks characterized with high and low TI scores. 

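The log2 ratios of the 4 comparisons were correlated across probes, with a mean Pearson's r of 0.655 over the 6 pairs of arrays (range 0.567 to 0.768). Probes are not independent replicates, and all comparisons share NG999. Simulated chicks without any common difference gave a mean r of 0.500 against one shared reference. Normexp background correction moved the mean r most, to 0.718.

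In limma, 89365 of 169815 probes differed from a ratio of 1 at an adjusted p under 0.05 (Benjamini-Hochberg), 45321 with a higher and 44044 with a lower signal in the high TI chicks. A simulation of 4 unchanged chicks against 1 shared reference gave 45896 such probes, because the reference's own deviation enters each ratio. The count therefore describes what the 4 chicks share against NG999 and not a difference between high and low TI chicks. Tested against an absolute log2 ratio of 0.4 in place of 0, 801 probes passed, 533 of them higher and 268 lower.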

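In the setting of 4 probes, 52 segments were called in NG933, 62 in NG4692, 54 in NG3557 and 230 in WL3597. Their sum was 398, with a mean of 99.5 ± 87.1 per comparison (SD, n = 4). In the setting of 2 probes, 137 segments were called in NG933, 161 in NG4692, 161 in NG3557 and 555 in WL3597. These came to 1014 segments, with a mean of 253.5 ± 201.3 per comparison (SD, n = 4). WL3597 carried more segments than the other 3 chicks together in both settings, and without it the mean was 56.0 for 4 probes and 153.0 for 2 probes. Of all alternatives, normexp background correction moved the mean of the 2-probe setting most, to 791.8. With one noise level per array in place of the error of each probe it was 87.2, and WL3597 then had 111 segments against 108 in NG3557.

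Single probes with an extreme ratio can lie side by side by chance. When the order of the probes was shuffled within each region, the 2-probe setting gave a mean of 523.6 segments over 20 draws (range 488 to 551) and the 4-probe setting a mean of 180.6 (range 161 to 211).

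**Figure D1:**
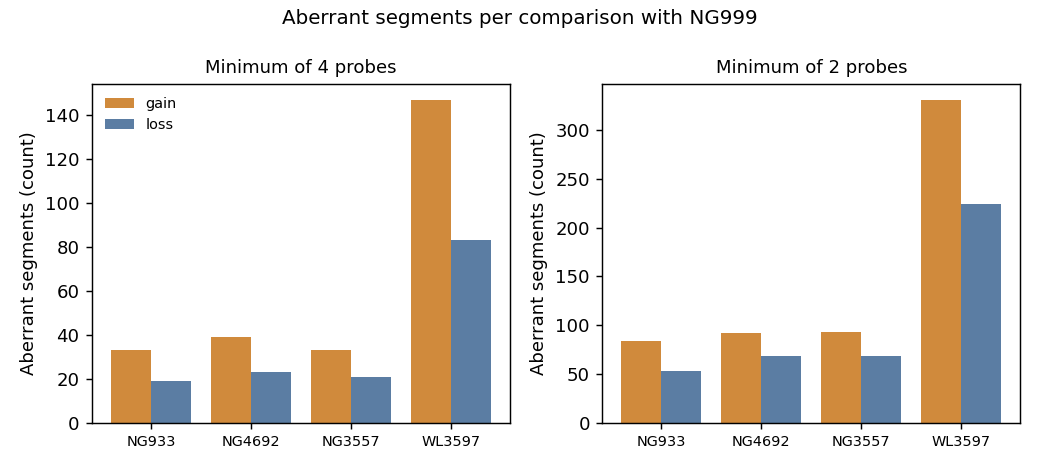
Number of aberrant segments with gain (orange) and loss (blue) in each high TI chick against NG999, for a minimum of 4 probes (left) and 2 probes (right). The bars of WL3597 stand at 147 gains and 83 losses for 4 probes, and at 331 gains and 224 losses for 2 probes.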

The total number of aberrant segments identified in the 4 comparisons was 202 (average 50.5) in a stringent setting (4 probes) and 477 (average 119.3) in a less stringent setting (2 probes). Of these segments, 288 showed loss variation, and the remaining 391 segments showed gain variation. 

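The 2-probe setting held 600 gains and 414 losses, a gain share of 59.2% (95% exact binomial interval 56.1% to 62.2%). The 4-probe setting held 252 gains and 146 losses, a gain share of 63.3% (58.4% to 68.1%). Both settings added, as in the paper's count, gave 852 gains and 560 losses, or 60.3% gains. Segments at one place in several chicks are not independent, so the intervals cover counting error only. Per chick, the gain share of the 2-probe setting was 61.3% in NG933, 57.1% in NG4692, 57.8% in NG3557 and 59.6% in WL3597. The background correction moved this split, and normexp gave 74.0% gains over both settings.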

The duplicated segments (gain) occupied 57.6% in total length aberration. 

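Over both settings, gains made up 72.7% of the summed segment length. The share per chick was 78.4% in NG933, 66.6% in NG4692, 85.9% in NG3557 and 66.7% in WL3597, so the chicks differed by an SD of 9.47 percentage points. The share in NG3557 included one gain of 144279 bp from 81207709 to 81351987 in the second target region. NG933 had a mean log2 ratio of 0.52 over the same interval, close to the 0.53 of NG3557, while the means of NG4692 and WL3597 were 0.05 and 0.04.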

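Segments of the 4-probe setting had a mean length of 3272 bp and a median of 1502 bp. Segments of the 2-probe setting had a mean length of 1624 bp and a median of 681 bp. The means per chick in the 2-probe setting were 1430 bp in NG933, 1486 bp in NG4692, 2418 bp in NG3557 and 1481 bp in WL3597. Without its segment of 144279 bp, the mean of NG3557 was 1532 bp. A higher score threshold of 8.0 kept longer segments, with a mean of 2564 bp in the 2-probe setting.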

The average length of gain or loss segments was estimated at 3,552 bp (4 probes) and 1,833 bp (2 probes). The 477 CNVs found under the less stringent criteria encompassed 874.4 kb, which accounted for 1.46% of the total target region (60 Mb) in this study. This ratio was similar to the value suggested by whole genome analysis, indicating that CNVs occupied 1.34% of the entire chicken genome [24]. 

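The lengths of the 1014 segments summed to 1646 kb, or 2.81% of the 58.6 Mb between the first and the last probe of each region. NG933 contributed 195.8 kb, NG4692 239.2 kb, NG3557 389.3 kb and WL3597 821.9 kb. The mean coverage per comparison was 0.702% of the target (SD 0.487, n = 4). A sum over comparisons counts a shared segment several times. The union of all segments covered 1149 kb, or 1.96% of the target. Normexp moved the mean coverage most, to 1.94%.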

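The number of 2-probe segments per Mb, averaged over the 4 comparisons, was 3.80 ± 2.58 in the first region, 4.28 ± 3.53 in the second and 4.82 ± 4.22 in the distal region (SD, n = 4). The distal region exceeded the other two pooled by 0.723 per Mb in NG933, 0.416 in NG4692 and 2.96 in WL3597, and differed by -0.556 in NG3557. The mean difference of 0.886 per Mb was smaller than its SD of 1.49 (exact sign-flip permutation test, two-sided p = 0.375, with few sign patterns possible for 4 comparisons).

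Since neighbouring probes of one segment are not independent, windows of 50 kb with at least 10 probes were also compared. A segment of any comparison fell in 250 of 510 windows (49.0%) of the distal region, in 206 of 470 (43.8%) of the first and in 92 of 191 (48.2%) of the second. The distal region against the other two gave an odds ratio of 1.17 (Fisher's exact test, two-sided p = 0.194). The unit of the test decided its outcome. By the same exact test, windows of 10 kb gave an odds ratio of 1.24 (p = 0.00546), and single probes inside or outside a segment gave 1.21 (p = 7.55e-08), although probes of one segment are counted there as independent. Without NG3557 the odds ratio for 50 kb windows by the exact test was 1.29 (p = 0.0326), and without WL3597 it was 1.04 (p = 0.783).

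**Figure D2:**
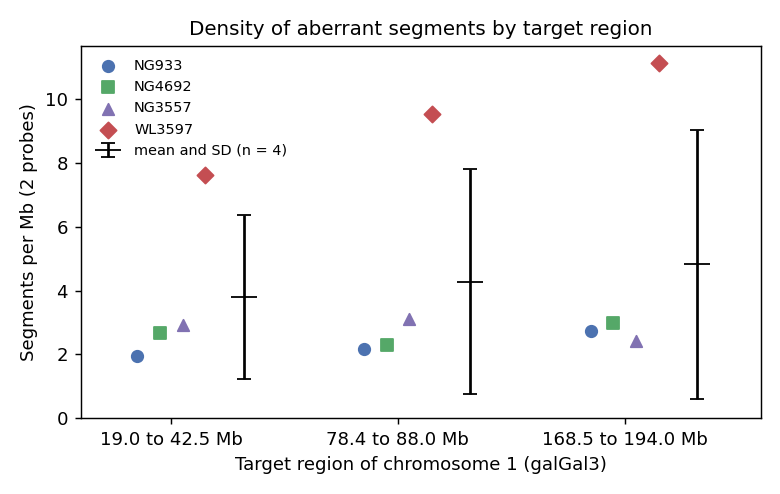
Aberrant segments per Mb (2-probe setting) in the 3 target regions of chromosome 1, with 1 symbol per chick and the mean with its SD beside them. WL3597 lies at 7.62, 9.54 and 11.1 segments per Mb from the first region to the distal one, and the 3 NG chicks lie between 1.96 and 3.11.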

CNVs were not equally distributed throughout the target regions; the distal QTL peak (480–515 cM) of chromosome 1 contained a greater number of sCNVs than the other 2 QTL regions (Fisher’s exact test; *p*<0.01). Since a previous study also detected a large number of CNVs in this region [24], this chromosomal region can be regarded as a “CNV hotspot” in which mutations leading to copy number differences between individuals occur more frequently than expected. 

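By region, the 2-probe segments of all comparisons numbered 357 in the first, 165 in the second and 492 in the distal region. The second region held the longest, with a mean length of 4056 bp against 1215 bp in the first and 1104 bp in the distal region. The table that the authors deposited lists 862 distinct probes in aberrant regions. The authors' table holds 234 of 69037 probes of the first region, 166 of 25298 of the second and 462 of 75665 of the distal region. It covers 1 of the paper's 33 candidate loci found with 2 probes only. Its counts are therefore not comparable with those of the 2-probe segments.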

We further screened these aberrant segments under the following two conditions: the segments were commonly detected in all genomic comparisons with log_2_ ratio |±0.4|, and the segments were detected in at least 2 comparisons with log_2_ ratio |±1.2|. 

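Segments of different comparisons that overlapped by at least 1 bp were merged into 745 loci, of which 581 were called in 1 chick only. The first condition was met by 24 loci, with gains alone at 22 of them, losses alone at 0 and both signs at 2. The second condition was met by 50 loci. Either condition was met by 62 loci and both by 12. Normexp moved this number most, to 107, while score thresholds of 5.0 and 8.0 gave 73 and 48. With shuffled probe order a mean of 7.50 loci passed (range 2 to 14 over 20 draws), and a mean of 3.15 were called in all comparisons.

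Of the probes in the authors' deposited table, 742 of 862 (86.1%, exact binomial interval 83.6% to 88.3%) lay inside a 4-probe segment called here. In the other direction, 144 of 398 segments (36.2%) contained a listed probe: 31 of 52 in NG933, 29 of 62 in NG4692, 40 of 54 in NG3557 and 44 of 230 in WL3597. The table gives no segment, comparison or setting for a probe, so the segments themselves could not be compared. Of the paper's candidate loci, it covers 3 of 3 found with 4 probes only and 16 of 16 found in both settings. It covers 1 of 33 found with 2 probes only, so it appears to hold mainly the 4-probe setting. From recurrence across comparisons, the paper reasons to a list of candidate loci for qPCR.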

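Of the 52 loci in Table 2 and Table S2, 42 overlapped a locus that passed either condition here, and 50 overlapped a segment of at least 1 comparison. No segment overlapped TIC_6 or TIC_8, each of which spans a single probe. The mean log2 ratio over the probes of each locus was tested against 0 in limma, with the adjustment over the list alone. At an adjusted p under 0.05, 23 of the 52 loci differed, 22 with a higher signal in the high TI chicks and 1, TIC_10, with a lower signal. The loci were chosen by the study on these arrays, so this count is not independent evidence. Simulated unchanged chicks against 1 shared reference gave 18 of 52. With the spread estimated over all windows of 3 consecutive probes, 35 loci passed. The remaining loci had ratios of different size or sign among the chicks, as at TIC_37, where WL3597 had a log2 ratio of 0.88 and the 3 NG chicks lay between -6.42 and -5.84. The Cy5 signal of these 3 NG chicks was not well above background at either probe, so their values are not exact.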

From the whole data set (4 & 2 probes), we extracted 52 loci that satisfied either of these conditions.

Real-time qPCR was performed to validate the aCGH data for 52 candidate loci. For preliminary screening procedure of qPCR validation, 12 DNA samples from NG and WL strains, including samples used for aCGH analysis, were employed as templates. The qPCR analysis displayed different patterns of quantitative variations that could be classified into 5 categories: (1) the same level of ΔCt values was detected in all samples except for the reference sample, whose PCR product was completely absent (described as “deletion” in Table 2); (2) an apparent variation of the ΔCt values was observed in 12 samples including the reference sample (described as “CNV” in Table 2) (3) almost the same level of ΔCt values was observed in all samples including a reference sample, i.e., monomorphic loci; (4) no PCR product was detected in several samples including or excluding the reference sample; and (5) failed PCR amplification in all specimens, probably due to primer mismatch. We found quantitative variations in the following percentage: (1) 11.5%, (2) 9.6%, (3) 63.5%, (4) 3.8%, and (5) 11.5%. 

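On the arrays, 8 loci of Table 2 had log2 ratios far above 1 in all 4 chicks: TIC_3, TIC_4, TIC_5, TIC_15, TIC_16, TIC_19, TIC_20 and TIC_21. At each of them the Cy5 signal of every chick was well above background, while the Cy3 signal of NG999 was not well above background on any array for at least 1 probe. At such probes the ratio has only a lower bound, which describes these probes and not the whole locus. It was taken as the mean Cy5 signal over the 4 chicks against, per array, the higher of the probe's Cy3 signal and the lowest Cy3 signal well above background. At these probes the bounds were at least 46.3-fold at TIC_3, at least 31.2-fold at TIC_4, at least 36.3-fold at TIC_5 and at least 22.1-fold at TIC_15. At TIC_16 the bound was at least 18.3-fold, at TIC_19 at least 66.9-fold, at TIC_20 at least 36.9-fold and at TIC_21 at least 28.0-fold. Probes of the same loci with both dyes well above background on all arrays had log2 ratios of 2.33 to 4.58 at TIC_20 (2 probes), 3.91 to 4.97 at TIC_5 (1 probe), 4.51 to 5.66 at TIC_21 (1 probe) and 5.37 to 7.27 at TIC_19 (2 probes). The other 4 loci have no such probe. The adjusted p from limma over the 52 loci was 0.00149 at TIC_3 and 0.000425 at the other 7 loci, and it rests on ratios with dim Cy3 signals. Without a dye swap, the size of these folds is open to dye bias.

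TIC_44 in CDK8 had a bound of at least 17.9-fold in NG933 and at least 19.0-fold in NG3557, whereas both dyes were not well above background in NG4692 and WL3597 (limma adjusted p = 0.210 over 4 chicks). TIC_18 had log2 ratios near 1, and TIC_42 had log2 ratios of both signs. The absolute mean log2 ratio was 4.72 ± 1.91 over the 11 loci of Table 2 (SD) and 2.05 ± 1.47 over the other 41 (permutation test of 100000 resamples, two-sided p = 3e-05). These sizes are exact only where both dyes are well above background, and means over chicks of opposite sign cancel in part. With dim signals raised to the lowest signal well above background the difference was 2.18 (permutation p = 1e-05), and with the absolute log2 ratio of each chick averaged it was 2.63 (permutation p = 3e-05). Both settings were chosen after the values were seen. After normexp correction the difference fell to 0.24 (permutation p = 0.230), and each other alternative kept p at or under 0.00022.

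**Figure D3:**
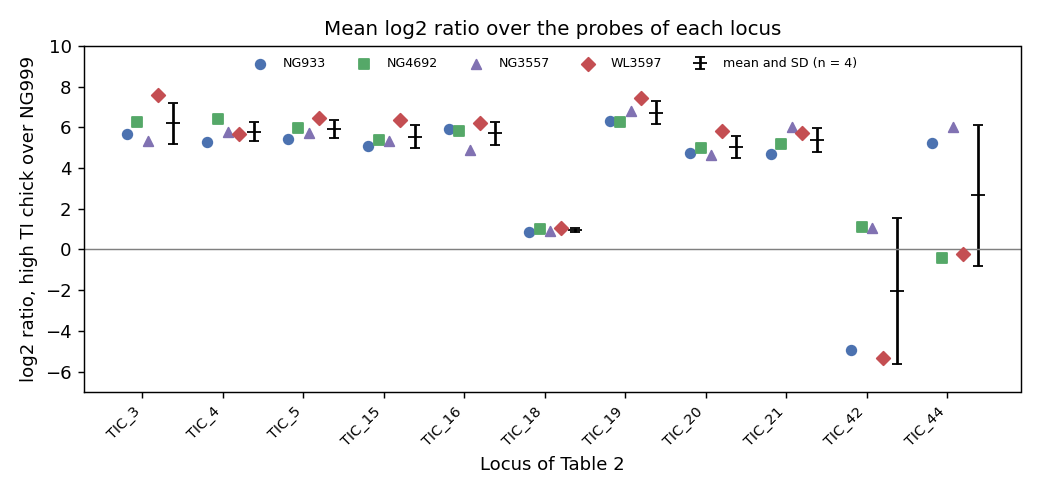
Mean log2 ratio of each high TI chick over NG999 at the 11 loci of Table 2, with 1 symbol per chick and the mean with its SD beside them. Values are ratios of processed signals, which at loci with a dim Cy3 signal only bound the ratio. The 8 loci with high ratios lie between 4.62 and 7.61, and TIC_18 lies between 0.85 and 1.07.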

We identified 11 loci, belonging to either category (1) or (2), as candidate sCNVs, and sCNVs in the other category were briefly summarized in Table S2.

**Table 2:** Candidate short Copy Number Variations identified by array Comparative Genomic Hybridization and subsequent qPCR validation.

locus ID	probes	Start	Stop	bp	Gene	qPCR
TIC_03	2	25773437	25773746	309	Non-coding	CNV
TIC_04	2	28079752	28080201	449	Non-coding	CNV
TIC_05	2	28432127	28432740	613	Non-coding	deletion
TIC_15	2,4	87064880	87065977	1097	NME7	deletion
TIC_16	2	170375957	170376395	438	KIAA0564	CNV
TIC_18	2,4	176058363	176059210	847	Non-coding	CNV
TIC_42	2	177404311	177404572	261	NBEA	CNV
TIC_44	2	180954362	180954612	250	CDK8	CNV
TIC_19	2	181380041	181380759	718	NUPL1	CNV
TIC_20	2,4	186702464	186703251	787	Non-coding	CNV
TIC_21	2	188457807	188458430	623	Non-coding	CNV

**Note**: Only loci displaying quantitative difference in qPCR validation are shown here.

For the 11 candidate loci, we examined the association between sCNVs and TI_ind_ or TI_dur_ scores in 110 chicks. With regard to both TI indices, we detected significant differences in the copy number distributions between NG and WL in *TIC_3* (*F*_1,107_ = 4.10; *p*<0.05), *TIC_18* (*F*_1,107_ = 19.05; *p*<0.001), and *TIC_42* (*F*_1,107_ = 236.59; *p*<0.001; Figure 2). However, there was no difference in the relative copy number for all target CNVs between chicks with high and low TI scores (TI_ind_ & TI_dur_) in each NG and WL. Scatter plots of correlation analysis between TI scores and the relative copy number in each locus were shown in the supporting information (Figures S1 and S2).

**Figure 2:**
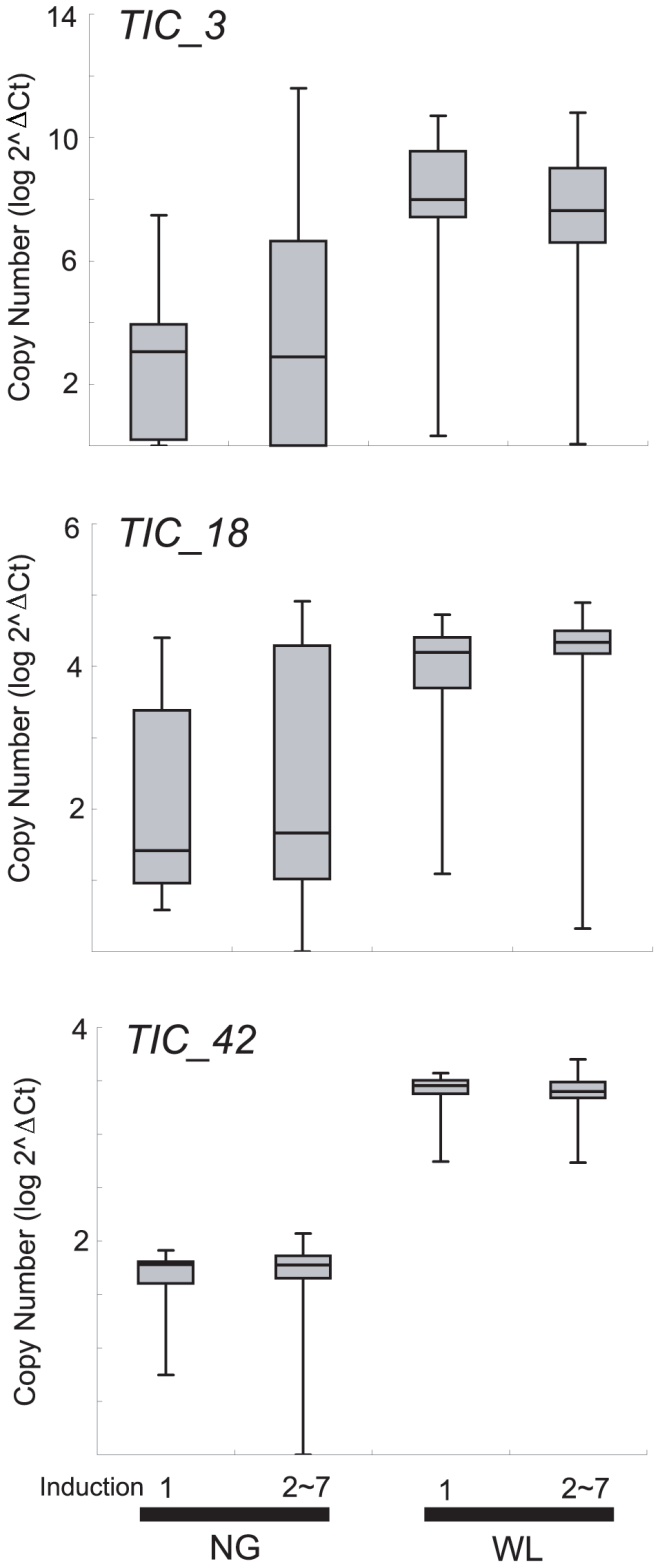
Comparison of relative copy number between chicken breeds with different sensitivity to fear. Relative copy number is calculated as log2^ΔCt^, where ΔCt = Ct_β-actin_ – Ct_target_. NG and WL indicate Nagoya and White Leghorn, respectively. The number of samples in each group was; *n* = 13 (NG; TI induction 1), *n* = 58 (NG; TI induction 2∼7), *n* = 13 (WL; TI induction 1), and *n* = 26 (WL; TI induction 2∼7).

## Discussion

Until now, most studies on chicken domestication have focused on the genetic and behavioral heterogeneities between RJF and WL in order to highlight the alternative histories of domestication. Additionally, our preliminary study [10] detected large differences in the quantitative traits of TI responses between WL and NG populations. WL chicks were prone to be induced into the TI status with fewer attempts (low TI_ind_), whereas NG had longer TI_dur_ in each successful TI induction. These empirical data strongly support the previous hypothesis that the TI behavior in chickens has a genetic basis with breed- or strain-specific behavioral characteristics [8], [25], [26].

However, we did not detect a difference in the relative copy number between high and low TI groups within each chicken breed. There are several reasons for this, one of which is that the number of chicks used in this study may be insufficient to detect an association between sCNVs and variations in the chicks’ sensitivity to fearful stimuli. Considering that a TI response is not simple but has a complicated contextual framework involving cognitive and neural processes, there may be multiple genetic determinants associated with the quantitative traits of TI responses. Therefore, to detect an effect of CNVs on TI, sample sizes would need to be increased more than 20-fold over the current study design, and other genetic and epigenetic factors such as single nucleotide polymorphisms (SNPs) and methylation patterns should be included as possible candidates for affecting fear-induced behaviors in future research. Another explanation for the lack of significant results in this study is the inconsistency in chicken breeds between the reference genomic DNA sequence derived from NG and the genome shotgun sequence of RJF [27] used for primer design in qPCR validation. Based on the patterns of qPCR amplification, more than half (63.5%) of candidate CNV loci showed monomorphism in amplification plots. This is probably due to considerable sequence diversity between NG/WL and RJF, which might lead to an apparent loss of copy number polymorphisms in the validation phase. According to archaeological findings [28], the divergence time of domestic chickens from RJF is estimated to be nearly 8,000 years. Comparison of DNA sequences from 30 introns at 25 nuclear loci revealed that the extent of nucleotide divergence after the split of RJF from their chicken ancestor is as small as 0.01% [29]. However, a more recent study indicated that NG lines were genetically distinct from commercial gene pools, thus making it a unique genetic resource [30]. A way to avoid this complication would be to change the strategy by including target chicken breeds in TI measurements. Finally, we cannot exclude the possibility that innate and learned fear responses are modulated differently by independent neural networks and mechanisms. It should be emphasized that in previous QTL analysis, TI tests were conducted when chickens were 29–30 weeks of age [7], whereas newly hatched chicks were used here for TI testing to preclude secondary social and environmental effects on TI responses. Therefore, if TI scores would fluctuate during the growing stages of chicks and juveniles, as has been suggested by previous studies [31], [32], these conflicts may have some impact on the outcome of genome-wide association studies (GWAS) between genetic variants and quantitative TI scores. We therefore consider our aCGH approach for analyzing inter-individual variations in freezing behavior, a useful preliminary analysis capable of generating further hypotheses for future evaluation.

Among the candidate sCNVs, which were excluded by aCGH screening and subsequent qPCR, we detected significant differences in the relative copy number between NG and WL in *TIC_3*, *TIC_18*, and *TIC_42*. The *TIC_3* locus is embedded within *Growth1* QTL, for which the highest *p* value was obtained in a QTL study for TI traits [7]. 

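TIC_3 lies on chromosome 1 from 25773437 to 25773746 (galGal3) and was covered by 2 probes, at 25773437 to 25773496 and at 25773687 to 25773746. The sequence of the first, with a GC content of 33.3%, contains the start of the forward primer of Table S1. The ratio of processed signals had a log2 of 5.65 in NG933, 6.26 in NG4692, 5.31 in NG3557 and 7.61 in WL3597. The Cy3 signal of NG999 was not well above background at both probes on the arrays of NG4692, NG3557 and WL3597 and at 1 of 2 probes on that of NG933. The Cy5 signal relative to the array median can be compared without the reference. It was higher in WL3597 than in the mean of the 3 NG chicks by a log2 of 1.15, against an SD among the NG chicks of 0.13. With 1 WL chick this difference has no replicate. It is also not particular to TIC_3. WL3597 was higher by 1.06 at TIC_20 (NG SD 0.04) and by 0.90 at TIC_15 (NG SD 0.08), where the paper names no breed difference. At TIC_4, TIC_42 and TIC_44 it was lower. The nearest genes named on the array lie 155.5 kb to the left (CR406304) and 355.2 kb to the right (BX933529).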

The fact that this locus was found in a relatively large non-coding region may imply that it affects gene expression through far-reaching cis- or trans-acting mechanisms. The *TIC_18* locus is located upstream of the *TRPC4* gene (*ENSGALG00000017044*), which plays a role in multiple processes, including neurotransmitter release and exocytosis [33]. 

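TIC_18 lies on chromosome 1 from 176058363 to 176059210 (galGal3) and was covered by 4 probes. Its mean log2 ratio was 0.85 in NG933, 0.98 in NG4692, 0.92 in NG3557 and 1.07 in WL3597, with a mean of 0.96 ± 0.10 (SD, n = 4; limma adjusted p = 0.00250 over the 52 loci). Both dyes were well above background at every probe. The probe at 176058965 to 176059024 had log2 ratios of only 0.08 to 0.28, and those of the other 3 probes lay between 0.94 and 1.87. The files do not place TRPC4. The nearest genes named on the array are UFM1, 184.4 kb to the left, and BX950802, 38.5 kb to the right. In the table of the assembly GRCg7b, UFM1 is the neighbour of TRPC4.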

A recent study suggested that TRPC4 play a pivotal role in regulating dopamine release, which may modulate emotional and cognitive responses in rats [34]. Thus, it is worthwhile investigating the expression of orthologous genes in the chicken brain and further examining the correlation between levels of expression and innate fear responsiveness. 

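TIC_42 lies on chromosome 1 from 177404311 to 177404572 (galGal3) and was covered by 2 probes, at 177404311 to 177404370 and at 177404513 to 177404572. Its mean log2 ratio was 1.09 in NG4692 and 1.05 in NG3557, but -4.93 in NG933 and -5.34 in WL3597. The mean of -2.03 had an SD of 3.59 over the 4 chicks (limma adjusted p = 0.308 over the 52 loci). In WL3597 the Cy5 signal was not well above background at both probes, and the signal was at least 14.9-fold lower than that of NG999. In NG933 it was not well above background at 1 of the 2 probes. The Cy3 signal of NG999 was well above background at both probes on all 4 arrays. The probes on either side lay between log2 ratios of -0.47 and 0.60 in all 4 chicks. The nearest gene named on the array to the right is MAB21L1, 40.4 kb away. In the table of the assembly GRCg7b, NBEA lies between DCLK1 and MAB21L1.

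**Figure D4:**
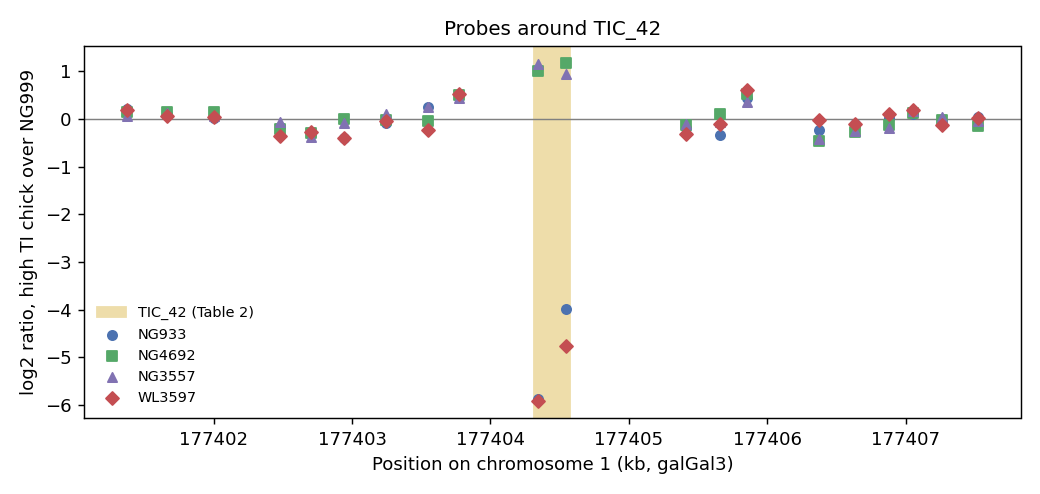
Log2 ratio of each high TI chick over NG999 at the array probes around TIC_42, by position on chromosome 1 (kb, galGal3), with the interval of Table 2 shaded. At the probe starting at 177404311 the values are -5.87 in NG933, 1.01 in NG4692, 1.16 in NG3557 and -5.92 in WL3597.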

The other candidate sCNV (*TIC_42*) was found in the *NBEA* gene (*ENSGALG00000017062*), which has been identified as a putative regulator of membrane protein trafficking associated with the *trans*-Golgi network. [35]. NBEA-deficient mice died immediately after birth apparently from respiratory paralysis [36]. NBEA plays a complex role in the development and functioning of synapses and is believed to play a role in autism spectrum disorders by evoking an excitatory-inhibitory imbalance in synaptic activity [37]. Further information on differential gene expression of these candidate genes in the brain between various chicken selection lines, will provide opportunities to examine their role in shaping behavioral differences.

In conclusion, we identified 11 sCNVs that potentially account for the robust differences observed in TI responses among chicken breeds. None of the genes identified in this study have been directly implicated in TI responses; however, studies on several of these genes, such as *TRPC4* and *NBEA*, have reported brain functions that might be involved in abnormal behaviors in humans and rodents. Future experiments involving gene expression assays and mutagenic approaches are needed to determine whether any of the novel candidate genes identified here play a role in modulating innate fear responses.

## Supporting Information

Figure S1 **Correlation analysis between the induction score of Tonic immobility (TI_ind_; x-axis) and relative copy number (ΔCt; y-axis).**
(PDF) Click here for additional data file.

Figure S2 **Correlation analysis between the duration score of Tonic immobility (TI_dur_; x-axis) and relative copy number (ΔCt; y-axis).**
(PDF) Click here for additional data file.

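Table S1 lists the primer pairs with which the loci of Table 2 were amplified in qPCR, and a pair for ACTB, the reference for normalization. The genome sequence behind the primers was not used here, so the primers were compared with the sequences of the array probes. Matches over the full length were searched in all 170000 probes, and shorter ones of at least 10 bases only within 500 bp of the own locus. Of the 24 primers, 4 matched over the full length. The forward primer of TIC_4 (TTCCACGTTTGCTAGTAACGAC) lies within a probe with all 22 bases, from 28079973 to 28079994 on chromosome 1 (galGal3). The forward primer of TIC_21 (TCTTTGCAACATAGCCCACA) lies within a probe with all 20 bases, from 188457826 to 188457845. The forward primer of TIC_3 (CCAAACCAGATTGGAAGGAA) shares its first 15 of 20 bases with the end of a probe. At TIC_16 the forward primer and at TIC_18 the reverse primer share 10 of 20 bases with a probe. Full matches away from the own locus were found for 2 primers. The forward primer of TIC_15 (AAACCAAGCCAGAAAGCAGA) lies with all 20 bases within a probe of TIC_13, from 83636406 to 83636425, 3.43 Mb from TIC_15. The forward primer of TIC_42 (AGCCTGGTGAACAGAGGTGT) lies with all 20 bases within a probe outside the 52 loci, from 182453995 to 182454014, 5.05 Mb from TIC_42. At TIC_42 and TIC_15 themselves no primer overlapped a probe by 10 or more bases. Neither match tells whether these primers also bind at the own locus.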

Table S1 **List of primers that show copy number polymorphisms in qPCR.**
(PDF) Click here for additional data file.

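Table S2 lists 41 candidate loci with the setting in which each was found (2 or 4 probes), the probe names, the interval on chromosome 1 and a description of the gene. On the arrays 4 of these loci, with a listed length of 59 bp, are single probes: TIC_6, TIC_8, TIC_10 and TIC_17. They were printed at 2, 11, 11 and 11 spots. When each spot was taken as a probe of its own, segments with exactly the ends of Table S2 were called in 4 comparisons at TIC_6, 4 at TIC_8, 1 at TIC_10 and 3 at TIC_17. This alternative was chosen after the values were seen.

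Among the loci that Table S2 assigns to a named gene, TIC_35 (TPH2) had a mean log2 ratio of 1.13 ± 0.18 (SD, n = 4), TIC_14 (chLAMP) 0.61 ± 0.07 and TIC_10 (ING4) -0.81 ± 0.09. The chicks differed at the other 4. TIC_41 (FAM48A) had a log2 ratio of 0.27 in NG4692 and between -6.88 and -5.86 in the other 3 chicks. TIC_46 (GRIA4) had -0.06 in NG4692 and between -5.48 and -5.04 in the others. TIC_50 (CNTN5) had 0.37 in NG933, where both dyes were not well above background, and between 5.68 and 6.19 in the others. In the other 3 chicks at TIC_41 and TIC_46, Cy5 was not well above background at 1 or 2 of 2 probes. In the others at TIC_50, Cy3 was not well above background at 2 or 3 of 3 probes. The sizes at these loci are therefore not exact. TIC_34 (SRGAP1) ranged from -1.25 in NG4692 to 0.79 in WL3597.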

Table S2 **Another sets of candidate short Copy Number Variations examined in this study.**
(PDF) Click here for additional data file.

# Supplementary material for: Short Copy Number Variations Potentially Associated with Tonic Immobility Responses in Newly Hatched Chicks
**Source:** PLoS One. 2013 Nov 25;8(11):e80205. doi: 10.1371/journal.pone.0080205
**Supplement:** Table S1 — List of primers that show copy number polymorphisms in qPCR.

Supplementary Table1

List of primers used for quantitative PCR validation

| Locus  | Forward (5'-3')        | Reverse (5'-3')        |
|--------|------------------------|------------------------|
| TIC_3  | CCAAACCAGATTGGAAGGAA   | GGAGAGTGTTGGTCTCACTCCT |
| TIC_4  | TTCCACGTTTGCTAGTAACGAC | CCAAGCTGAGGTGGCTCTAC   |
| TIC_5  | GAATGCCATGGAAATCCAAA   | TCGTGGAGAGGGTTTTGTTC   |
| TIC_15 | AAACCAAGCCAGAAAGCAGA   | GCTCTTTGCTTGGGAAGATG   |
| TIC_16 | AGCAGTGACACTTGCCTTGA   | TCTACTCCTGTGATGGGTTGG  |
| TIC_18 | GCCCAAATGCCTTTAGATGA   | ACTTGGGAGAAGGGAGCATT   |
| TIC_19 | CTCTTCTCCCACCCACTTCA   | TGAAACACCAGCAACTGAGC   |
| TIC_20 | AAGCAAGCCCAGAAAAGTCA   | GGGTGGCACACATGATGTTA   |
| TIC_21 | TCTTTGCAACATAGCCCACA   | TCACCAGTGGGAGACAGAAA   |
| TIC_42 | AGCCTGGTGAACAGAGGTGT   | AGGGGGACTCACAGTTGATG   |
| TIC_44 | AGCAAGAGCAGGGAAGTGAT   | ACTTGTGCTCCAGACCTTGC   |
| ACTB*  | TGCGTGACATCAAGGAGAAG   | CCAAGAAAGATGGCTGGAAG   |

\* ACTB ( $\beta$ -actin) is chosen as a reference locus to standardize Ct value of each sample

# Supplementary material for: Short Copy Number Variations Potentially Associated with Tonic Immobility Responses in Newly Hatched Chicks
**Source:** PLoS One. 2013 Nov 25;8(11):e80205. doi: 10.1371/journal.pone.0080205
**Supplement:** Table S2 — Another sets of candidate short Copy Number Variations examined in this study.

Table S2 Another sets of candidate short Copy Number Variations examined in this study

| loci*  | #Probe | ProbeName          | Start     | Stop      | bp    | Description                                                                 |
|--------|--------|--------------------|-----------|-----------|-------|-----------------------------------------------------------------------------|
| TIC_01 | 2,4    | A_94_P10089386-90  | 22872846  | 22873829  | 983   | Unknown                                                                     |
| TIC_02 | 2,4    | A_94_P10096868-73  | 24753436  | 24754586  | 1150  | Unknown                                                                     |
| TIC_06 | 2      | A_94_P10130437     | 32904537  | 32904596  | 59    | Unknown                                                                     |
| TIC_07 | 2,4    | A_94_P10135829-884 | 34305780  | 34320308  | 14528 | Unknown                                                                     |
| TIC_08 | 2,4    | A_94_P10160758     | 40358597  | 40358656  | 59    | Unknown                                                                     |
| TIC_09 | 2,4    | A_94_P10311218-46  | 79525472  | 79541628  | 16156 | Unknown                                                                     |
| TIC_10 | 2,4    | A_94_P10313882     | 80234725  | 80234784  | 59    | inhibitor of growth family, member 4 (ING4), mRNA.                          |
| TIC_11 | 2,4    | A_94_P10316803-08  | 81006736  | 81008356  | 1620  | Unknown                                                                     |
| TIC_12 | 2      | A_94_P10319555-57  | 81811178  | 81812063  | 885   | Unknown                                                                     |
| TIC_13 | 2      | A_94_P10326890-02  | 83636405  | 83636963  | 558   | Unknown                                                                     |
| TIC_14 | 2,4    | A_94_P10332758-60  | 85062055  | 85062470  | 415   | mRNA for chLAMP, g9-isoform.                                                |
| TIC_17 | 2,4    | A_94_P10659203     | 170385908 | 170385967 | 59    | Unknown                                                                     |
| TIC_22 | 2      | A_94_P10736575-77  | 190339899 | 190340664 | 765   | finished cDNA, clone ChEST767d1.                                            |
| TIC_23 | 2      | A_94_P10076182-83  | 19536495  | 19536737  | 242   | Unknown                                                                     |
| TIC_24 | 2      | A_94_P10078838-40  | 20226034  | 20226523  | 489   | Unknown                                                                     |
| TIC_25 | 2,4    | A_94_P10083862-65  | 21512802  | 21513741  | 939   | Unknown                                                                     |
| TIC_26 | 2      | A_94_P10089202-04  | 22828030  | 22828536  | 506   | Unknown                                                                     |
| TIC_27 | 2,4    | A_94_P10098208-215 | 25086631  | 25088097  | 1466  | Unknown                                                                     |
| TIC_28 | 2      | A_94_P10101898-99  | 26014926  | 26015212  | 286   | Unknown                                                                     |
| TIC_29 | 2      | A_94_P10102375-76  | 26141518  | 26141779  | 261   | Unknown                                                                     |
| TIC_30 | 2      | A_94_P10108919-20  | 27676955  | 27677474  | 519   | Unknown                                                                     |
| TIC_31 | 2      | A_94_P10113167-68  | 28683397  | 28683629  | 232   | Unknown                                                                     |
| TIC_32 | 2      | A_94_P10117902-03  | 29874452  | 29874793  | 341   | Unknown                                                                     |
| TIC_33 | 2      | A_94_P10135031-32  | 34072581  | 34072939  | 358   | Unknown                                                                     |
| TIC_34 | 2      | A_94_P10139876-78  | 35330595  | 35331030  | 435   | SLIT-ROBO Rho GTPase activating protein 1 (SRGAP1), mRNA.                   |
| TIC_35 | 2      | A_94_P10152724-25  | 38388598  | 38388927  | 329   | tryptophan hydroxylase 2 (TPH2), mRNA.                                      |
| TIC_36 | 2      | A_94_P10169173-74  | 42380167  | 42380480  | 313   | finished cDNA, clone ChEST384n3.                                            |
| TIC_37 | 2      | A_94_P10309480-81  | 79031407  | 79031637  | 230   | Unknown                                                                     |
| TIC_38 | 2      | A_94_P10324067-69  | 82937966  | 82938453  | 487   | Unknown                                                                     |
| TIC_39 | 2      | A_94_P10677470-71  | 175076255 | 175078030 | 1775  | Unknown                                                                     |
| TIC_40 | 2,4    | A_94_P10681160-64  | 176020653 | 176021692 | 1039  | Unknown                                                                     |
| TIC_41 | 2      | A_94_P10683280-81  | 176583535 | 176583769 | 234   | family with sequence similarity 48, member A (FAM48A), mRNA.                |
| TIC_43 | 2      | A_94_P10699818-20  | 180745478 | 180746026 | 548   | Unknown                                                                     |
| TIC_45 | 4      | A_94_P10702860-64  | 181493755 | 181495047 | 1292  | Unknown                                                                     |
| TIC_46 | 2      | A_94_P10719022-23  | 185652188 | 185652528 | 340   | glutamate receptor, ionotropic, AMPA 4 (GRIA4), transcript variant 1, mRNA. |
| TIC_47 | 4      | A_94_P10719880-85  | 185883061 | 185884113 | 1052  | Unknown                                                                     |
| TIC_48 | 4      | A_94_P10725016-28  | 187206942 | 187209729 | 2787  | Unknown                                                                     |
| TIC_49 | 2      | A_94_P10726129-30  | 187502866 | 187503172 | 306   | Unknown                                                                     |
| TIC_50 | 2      | A_94_P10727904-06  | 187990621 | 187991140 | 519   | contactin 5 (CNTN5), mRNA.                                                  |
| TIC_51 | 2      | A_94_P10730749-52  | 188810333 | 188811027 | 694   | Unknown                                                                     |
| TIC_52 | 2,4    | A_94_P10742305-09  | 191846266 | 191847146 | 880   | Unknown                                                                     |

**Note:** These loci did not show any quantitative difference in validation PCR (see text for details).

How the deposited data were processed for this re-analysis (not part of the article)

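DNA of 4 high TI chicks (NG933, NG4692, NG3557 and WL3597) was measured against that of 1 low TI chick (NG999) by array comparative genomic hybridization, with 1 array per chick, the high TI chick in Cy5 and NG999 in Cy3. The chicks were matched to the arrays by the numbers in the sample labels and the Methods. The label of the first array reads 993 where the paper has NG933, and the label of the fourth gives the breed Nagoya where the paper has WL. The paper's names and breeds were used. The qPCR and TI tests have no deposited values and were not analysed here.

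For each array the authors deposited the scanner output of Agilent Feature Extraction (protocol for comparative genomic hybridization, design on galGal3). The intensity values that the authors deposited were background-subtracted, detrended and dye-normalized by linear factors in that software before deposition. The raw mean and background intensity of each spot are given beside them. The authors' deposited log10 ratio is that of Cy5 over Cy3, and it comes with an error for each spot. A table for the whole series holds the log2 ratios that the authors deposited for 1298 spots of 862 probes in aberrant regions, made with Genomic Workbench and ADM-2. Over its 804 probes printed at 1 spot, these log2 values equal the scanner's log ratio plus one constant per array (0.02, 0.01, 0.01 and 0.02). That table lists no segments. The planned overlap of segments was therefore replaced by the share of listed probes that lie inside a 4-probe segment called here.

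Control spots (7080 per array) and spots with an outlier mark (172, 134, 100 and 141) were left out, and saturated spots were kept. The log2 ratio of processed intensities was centred on the array median, without loess or quantile normalization, and the spots of one probe were averaged. Probes were kept whatever their brightness. Signals were well above background at 99.8% to 99.9% of the spots in either dye, and 194 of 170000 probes were not well above background in any dye on at least 1 array. Consecutive probes more than 1 Mb apart were placed in different regions.

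ADM-2 was rebuilt as a greedy search. For an interval, the log2 ratios weighted by 1 over the squared error are summed and divided by the square root of the summed weights. Intervals of at most 100 probes are taken in the order of this score down to 6.0 without overlap. A segment needed an absolute mean log2 ratio above 0.4 and at least 2 or at least 4 probes. The search was tested on simulated arrays with 800 inserted segments, of which 97.8% were found with 0 false segments. The simulated noise was drawn independently from each probe's error, which is narrower than the real spread between neighbouring probes. For recurrence, segments that overlap by at least 1 bp were merged, and a locus passed with a segment in all 4 comparisons, or in at least 2 comparisons with an absolute log2 ratio above 1.2.

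Density was compared between the distal region and the other 2 regions by Fisher's exact test on windows of 50 kb with at least 10 probes, and by an exact sign-flip permutation test over the 4 comparisons. Ratios against 0 were tested in limma 3.58.1 with an intercept, eBayes and Benjamini-Hochberg adjustment, over 169815 probes with a value on all arrays and over the 52 candidate loci. On simulated probes, of which 200 were changed, all changed probes were recovered with 0 false calls for the 4 arrays against the reference. For WL3597 against the other 3 arrays the same simulation gave 693 false calls, because the simulated arrays differed in noise and limma assumes one spread. A simulation without any change gave 263 calls with the noise of each array and 0 with equal noise. The noise of each array was taken from its deviations from the probe means, which also hold real differences between chicks. The 11 loci of Table 2 were compared with the other 41 by a permutation test with 100000 resamples. The named loci were fixed before the data were examined. They are the loci of Table 2, each gene that the paper names for a locus, and, among loci called in all 4 comparisons with one direction outside the 52, the 3 gains and 3 losses with the largest absolute mean log2 ratio. There were no such losses.

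Alternatives set before the data were examined were score thresholds of 5.0 and 8.0, one noise level per array from the differences of neighbouring probes, normexp background correction with an offset of 50, no centring, loess within arrays, absolute log2 ratios above 0.25 and above 0.6, bright probes only and each chick left out in turn. Further ones were windows of 10 kb, probes or 4-probe segments for the density, merging by at least 50% of the shorter segment, the locus median, eBayes with windows of 3 consecutive probes, a test against an absolute log2 ratio of 0.4, and the spacing without the gaps. Each spot as a probe of its own, and centring within 12 bins of GC content, were added after the data were examined. So were signals raised to the lowest signal well above background of that dye and array, and the mean of the absolute log2 ratio per chick. The probe order was shuffled 20 times within each region. Binomial intervals are exact at 95%. Gene names come from the array annotation, and gene neighbours from the table of the assembly GRCg7b, whose coordinates were not used. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 were used.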

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

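In this part the recurrence screen, the contrast of WL3597 with the NG chicks and the test for 1 deletion allele at recurrent loci outside the 52 were set before their results were seen, and every other test of an explanation was chosen after.

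On the array of WL3597, 555 segments of the 2-probe setting and 230 of the 4-probe setting were called, far from the other 3 chicks in each case. On the same array the SD of the log2 ratio was 0.48, 4039 probes lay beyond an absolute log2 ratio of 1, and the SD between the probes printed at 11 or more spots was 0.58. These 5 measures were far from those of the other arrays, where about 1 group of 20 would stand apart by chance. Among 14 such measures per array, 7 stood apart. The measures of one array are not independent of each other.

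Several technical explanations were tested for the number of segments of WL3597. The SD between spots of one probe was 1.06 times that of the highest other array, which argues against noise between spots as the cause. With centring within bins of GC content, WL3597 still had 3.45 times the segments of the highest other chick, and with bright probes only 3.47 times, which argues against a GC trend and against dim probes as the whole cause. With shuffled probe order the array gave a mean of 354.4 segments (range 316 to 383), and NG933, NG4692 and NG3557 gave 46.2, 73.3 and 49.8. Shuffled order thus kept an excess of WL3597 over the highest other chick, 4.83-fold against 3.45-fold as called, or 281 of 394 segments. Beyond shuffled order, 200.7 segments remained in WL3597 and 90.8, 87.7 and 111.2 in the others. The excess that remained was at least 54 segments in every draw, which argues against chance neighbours as the whole cause. With the probes of called segments left out before shuffling, WL3597 gave a mean of 258.4 segments (range 226 to 274) and the others 33.9, 57.2 and 39.2. The margin was at least 167 in every draw, so chance neighbours among more numerous aberrant single probes are a candidate explanation for a large part of the excess. What made these single probes aberrant is not told by shuffling. With one noise level per array, set by the differences of neighbouring probes, the ratio to the highest other chick was 1.03. A candidate explanation is therefore the wider spread of log2 ratios between neighbouring probes on this array, which the error of each probe does not hold. Real differences in copy number would widen that spread as well, so this test does not exclude them. Breed of the chick and a mislabelled chick cannot be told apart from each other or from other features of this array, since 3.45 times the segments were found in the only WL chick. The labels name this chick Nagoya.

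The mean segment length of NG3557 was 2418 bp in the 2-probe setting and 6047 bp in the 4-probe setting, far from the other 3 chicks. Without its one segment of 144279 bp, the gap of NG3557 to the nearest other chick was at most 0.645 of the range over the 4 chicks, below the critical value of Dixon's test. A single long segment is consistent with the pattern in both settings. The same interval had a mean log2 ratio of 0.52 in NG933, in which no segment of this length was called. No biological explanation was tested.

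At 7 of the 52 loci 1 chick was far from the other 3, where chance gives about 1 in 20 groups. The log2 ratio was 0.88 in WL3597 at TIC_37, 0.27 in NG4692 at TIC_41, -6.16 in NG3557 at TIC_45 and -0.058 in NG4692 at TIC_46. It was 0.37 in NG933 at TIC_50, -0.0089 in WL3597 at TIC_51 and 0.092 in NG3557 at TIC_52. At each of the 7 loci at least 1 probe had a dim dye in some chick, so the distances between chicks are not exact. At each of the 7 loci the chick stood apart by a log2 of more than 2 at more than 1 probe, which argues against a change at a single probe. The same chick stood apart at 2 loci at most. This decides nothing about a mislabelled chick, since the distances between the values do not depend on the labels. The loci were selected by the study for such differences on these arrays. Copy number and sequence differences under several probes stay open as explanations.

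At TIC_37 the processed signals differed between WL3597 and the 3 NG chicks by a log2 of 6.94 (limma, adjusted p = 0.0278 over the 52 loci), with WL3597 above each of the 3. The Cy5 signal of all 3 NG chicks was not well above background at both probes, so neither this size nor its p is exact. With dim signals raised to the lowest signal well above background, a setting chosen after the values were seen, the difference was 5.22, which is a lower bound. The result rests on 1 WL chick. Without NG933 and without NG4692 0 loci passed (8 and 7 at an unadjusted p under 0.05), and without NG3557 5 passed. The signal of each NG chick was at least 19.8-fold lower than that of NG999. The breed difference cannot be separated from a difference of this one chick, and no technical explanation was tested beyond a change at a single probe. A mislabelled chick stays open here, since the count over the 7 loci decides nothing about it.

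Outside the 52 loci, 20 loci passed either condition of the recurrence screen, 14 with gains, 4 with losses and 2 with both. With shuffled probe order a mean of 7.50 loci passed over the whole target and no draw gave more than 14, which argues against chance neighbours as the source of all 20. The 3 gains with the largest mean log2 ratio among those called in all 4 chicks, which the paper does not list, lie at 185383745 to 185384331 (1.20 ± 0.22, SD, n = 4), at 33872893 to 33873172 (1.15 ± 0.06) and at 22927902 to 22928491 (1.02 ± 0.13). Another, chosen after its values were seen, lies at 190714295 to 190715450, where the array names FAT3 (0.65 ± 0.09). All 4 share NG999 and the dye order. If 1 deletion allele lay at each locus, no locus could have a chick near a log2 ratio of 1 and another near -1 (within 0.4), and this was found at 1 of the 20 recurrent loci and at 3 of 115 loci called in 2 or more chicks. With a mean of 7.50 loci expected from shuffled order, this 1 locus decides nothing about the 1 deletion allele.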

How the results depend on the processing

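The alternatives named in the processing summary were set before the data were examined, except each spot as a probe, centring within bins of GC content, dim signals raised to the lowest signal well above background and the mean of the absolute log2 ratio per chick, whose tests were chosen after the results were seen. Over 17 results there were 200 alternative values. Of these, 153 kept their direction and side of the threshold or stayed within the spread, 41 moved, 4 became stronger, 1 became weaker and 1 reversed. The cause was not tested for any change below, unless it is named. No paired analysis was possible because all arrays belong to one condition and share one reference chick.

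For 2-probe segments the mean per comparison (253.5) was 551.0 at a score threshold of 5.0, 89.5 at 8.0, 87.2 with one noise level per array and 791.8 after normexp, and with 1 chick left out it ranged from 153.0 (without WL3597) to 292.3. For 4-probe segments the mean (99.5) was 213.5 at 5.0, 33.5 at 8.0, 28.5 with one noise level, 367.0 after normexp and 58.0 at an absolute log2 ratio above 0.6. With 1 chick left out it ranged from 56.0 (without WL3597) to 115.3. A lower threshold admits more intervals by construction.

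The mean length of 2-probe segments (1624 bp) was 2564 bp at a threshold of 8.0, 2402 bp at an absolute log2 ratio above 0.25 and 1051 bp above 0.6, and that of 4-probe segments (3272 bp) was 5943 bp at 8.0. The share of gains (60.3%) was 74.0% after normexp and 56.0% without centring. The gain share of length (72.7%) stayed between 66.9% and 78.6%. The mean coverage of the target (0.702%) was 1.21% at a threshold of 5.0, 1.94% after normexp and 1.24% above 0.25. It was lower, but within its SD of 0.487, at a threshold of 8.0 (0.391%), with one noise level (0.293%) and above 0.6 (0.363%).

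The odds ratio of the distal region by Fisher's exact test (1.17, p = 0.194) was 0.999 after normexp, the one reversal, with p = 1.00. By the same exact test it passed an unadjusted p of 0.05 above an absolute log2 ratio of 0.6 (odds ratio 1.28, p = 0.0403), in 10 kb windows (1.24, p = 0.00546) and for probes inside a segment (1.21, p = 7.55e-08), and with 1 chick left out it ranged from 1.04 (without WL3597, p = 0.783) to 1.29 (without NG3557, p = 0.0326). More windows, or probes counted as independent, lower p by construction. Over all alternatives of this result the exact p ranged from 7.55e-08 to 1.00.

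The number of loci that passed the screen (62) was 107 after normexp and lay between 48 and 77 under each other alternative. The share of listed probes inside own segments (86.1%) was 75.3% at a threshold of 8.0, 77.6% with one noise level, 73.8% after normexp, 81.1% without centring, 93.6% above 0.25 and 62.1% above 0.6, and with 1 chick left out it ranged from 60.0% to 82.9%. The planned overlap by at least 50% of both segments was not run, since the table lists no segments.

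The number of probes that differ from the reference (89365) was 801 against an absolute log2 ratio of 0.4, and with 1 chick left out it ranged from 58124 (without NG4692) to 86570. Of the 52 loci, 23 passed, 35 passed with the spread estimated over all windows of 3 probes, and between 23 and 29 passed under the other alternatives. The 11 loci against the other 41 (difference in log2 2.67) became weaker only after normexp (0.24, permutation p = 0.230), which compresses the ratios of dim probes by its offset of 50.

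For WL3597 against the NG chicks, 2757 probes passed, and with 1 NG chick left out between 1347 (without NG4692) and 2529. Of the 52 loci 1 passed, 0 after normexp (11 at an unadjusted p under 0.05 in limma), 2 with bright probes only, and between 0 and 5 with 1 NG chick left out. This comparison could not be run without WL3597. The mean r between comparisons (0.655) stayed between 0.616 and 0.718. The mean probe spacing (1029 bp) was 345 bp without the gaps between the regions.

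Signals over background limit the ratio at 454 of 170000 probes, at which at least 1 dye was not well above background on at least 1 array. These probes include those of the loci with the largest ratios, where a ratio is only a bound.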

Differences from the paper's values

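In this part the settings with each spot as a probe and with centring within bins of GC content were chosen after the data were examined, and all others before. The paper's total for the setting of 4 probes is 202 segments, and 398 were called here. Of the alternatives set before the data were examined, an absolute log2 ratio above 0.6 (232) and leaving out WL3597 (168, over the other 3 comparisons) were within 1.5 times of the paper's value. The score thresholds of 5.0 (854) and 8.0 (134), one noise level per array (114), normexp (1468), no centring (396), an absolute log2 ratio above 0.25 (572), bright probes (399) and leaving out NG933 (346), NG4692 (336) or NG3557 (344) were not.

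The paper's total for the setting of 2 probes is 477 segments, and 1014 were called here. A threshold of 8.0 (358), one noise level per array (349) and leaving out WL3597 (459, over 3 comparisons) were within 1.5 times. A threshold of 5.0 (2204), normexp (3167), no centring (1004), absolute log2 ratios above 0.25 (1206) and above 0.6 (810), bright probes (997) and leaving out NG933 (877), NG4692 (853) or NG3557 (853) were not. The averages per comparison follow from these totals, 50.5 and 119.3 in the paper and 99.5 and 253.5 here.

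The paper counts 288 losses and 391 gains, and 560 losses and 852 gains were called here. For losses, a threshold of 8.0 (199), one noise level (192), an absolute log2 ratio above 0.6 (426) and leaving out WL3597 (253) were within 1.5 times, and the other 8 alternatives were not. For gains, a threshold of 8.0 (293), one noise level (271) and leaving out WL3597 (374) were within 1.5 times, and the other 9 were not.

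The paper's summed length of 2-probe segments is 874.4 kb, or 1.46% of the target, and it was 1646 kb, or 2.81%, here. A threshold of 8.0 (918.0 kb, 1.57%), one noise level (687.0 kb, 1.17%), an absolute log2 ratio above 0.6 (851.6 kb, 1.45%), and leaving out NG3557 (1257 kb, 2.14%) or WL3597 (824.4 kb, 1.41%) were within 1.5 times. The other 7 alternatives were not, with values from 1407 kb (2.40%) to 4549 kb (7.76%).

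The paper counts 180000 distinct probes, and the files hold 170000. The paper's mean spacing of 1029 bp was reached with the gaps between the regions included. The paper's 52 loci compare with 62 here, and its loci TIC_6 and TIC_8 were called in 4 comparisons each when every spot was taken as a probe, a setting chosen after the values were seen. Under each of the other 10 settings of the segment search 0 comparisons had a segment there.

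The paper states by Fisher's exact test that the distal region holds more short CNVs than the other regions. Here the odds ratio by that exact test was 1.17 (p = 0.194) on windows of 50 kb. By exact tests, windows of 10 kb (p = 0.00546), probes inside a segment (p = 7.55e-08), an absolute log2 ratio above 0.6 (p = 0.0403) and leaving out NG3557 (p = 0.0326) passed a p of 0.05. Of these, windows of 10 kb and probes inside a segment also reach the paper's threshold.

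Fig. 2 shows a higher relative copy number in WL than in NG chicks at TIC_42 by qPCR. On the arrays the log2 ratio of WL3597 at TIC_42 was -5.34, against -4.93, 1.09 and 1.05 in the 3 NG chicks, so the only WL chick did not lie above the NG chicks. Its Cy5 signal was not well above background at both probes, so the value is a bound, and limma gave an adjusted p of 0.721 for WL3597 against the NG chicks over the 52 loci. The arrays hold 1 WL chick, whose label gives the breed Nagoya.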

Other observations

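In this part the contrast of WL3597 with the NG chicks and the correlation between comparisons were set before the data were examined, and every other test was chosen after the result it concerns was seen. Contrasting WL3597 with the 3 NG chicks in limma, 2757 of 169815 probes differed at an adjusted p under 0.05, 1226 with a higher and 1531 with a lower signal in WL3597. A simulation without any difference but with the spread of each array around the probe means gave 263 calls. A part of the count could therefore come from the wider spread of this array. That spread also holds real differences between chicks, so the simulation does not tell noise from such differences. Without NG4692 the count was smaller. Pairs of NG chicks had r between 0.683 and 0.768, and pairs with WL3597 had r between 0.567 and 0.616. The comparison rests on 1 chick.

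The mean r of 0.655 between comparisons lay above the 0.500 of simulated chicks with one shared reference. Centring within bins of GC content left it at 0.652, which argues against a GC trend as the cause. Relatedness of the chicks, larger deviations of NG999 than of the other chicks and properties of single probes stay open as untested.

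Shuffled probe order gave a mean of 523.6 segments in the 2-probe setting, against 1014 in the true order, and no draw gave more than 551. In the 4-probe setting it gave a mean of 180.6 (range 161 to 211), against 398. Chance neighbours are therefore not the whole source of the segments, but they may account for a part in both settings.

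At 9 loci that were called in all 4 comparisons, the mean log2 ratio was above 5. At all 9 the Cy3 signal of NG999 was not well above background on any array for at least 1 probe, and the Cy5 signal was well above it at every probe of every chick. A candidate explanation is a loss in NG999 rather than gains in the 4 high TI chicks. No probe of these loci had a log2 ratio under 2.33 in any chick, over 28 probes, which argues against sequence differences under single probes. With shuffled probe order 0 such loci appeared in any of 20 draws, which argues against a dye effect of single probes as the cause. A dye effect shared by neighbouring probes was not tested, and the size of the ratios stays open to it. Of the 11 loci in Table 2, 8 had this pattern, 2 of which Table 2 describes as deletion and 6 as CNV. The paper's text gives a larger share of loci for deletion than for CNV, whereas Table 2 marks 2 as deletion and 9 as CNV. These labels therefore do not tell how many of the 8 were deletions by qPCR. The remaining locus with this pattern is TIC_13, with a mean log2 ratio of 6.03. It stands in Table S2, whose loci showed no quantitative difference in qPCR.

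At the other 13 loci that were called as gains in all 4 comparisons, mean log2 ratios lay between 0.33 and 1.26 with a median of 0.95. Centring within bins of GC content kept 100% of the 24 loci called in all 4 comparisons, which argues against a GC trend as the cause. A dye effect of single probes does not depend on the place of a probe. With shuffled probe order a mean of 2.50 such loci appeared (range 0 to 6 over 20 draws), which argues against it as the source of all 13. One of the 13, at TIC_7, holds 47 probes with a mean of 0.93 ± 0.01 (SD, n = 4). A gain in the 4 chicks and 1 copy lost in NG999 could each give the ratios at these 13 loci and cannot be told apart, since there is 1 reference chick. A dye effect shared by neighbouring probes was not tested. With the spots of a probe averaged, no locus was called as a loss in all 4 comparisons. With each spot as a probe, TIC_10 had a segment in all 4, and its log2 ratios lay between -0.92 and -0.70.

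At the 4 loci with a length of 59 bp in Table S2, segments with these exact ends appeared in at least 1 comparison at all 4 loci when each spot was taken as a probe, and each of the 4 is a single probe. A candidate explanation is that spots of one probe were counted as several probes there.

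At 16 of the 52 loci a high TI chick read below a log2 ratio of -3. Among the 35 values of the other chicks at these loci, 8 lay within 0.4 of a log2 ratio of 1, 10 within 0.4 of -1, 15 within 0.4 of 0 and 2 elsewhere. If 1 deletion allele lay at each locus, NG999 would carry 1 or 2 copies there, and the other chicks could lie near 1 or near -1 but not both. At 0 of the 16 loci were both found. Values at one locus share NG999, and dealing them to the loci at random breaks this, so the permutation test (one-sided p = 0.0208) decides nothing about 1 deletion allele at each locus, which stays open. The limits of -3 and 0.4 were chosen after the values were seen, and a sequence difference under the probes that removes the signal of one allele could give the same levels.

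At TIC_42 log2 ratios of both signs occurred. Both probes read low in NG933 and WL3597, with the smallest absolute log2 ratio at 3.99 in either, so a sequence difference under the probes would have to lie under both. It stays open, since no sequence of these chicks is at hand. A mislabelled chick stays open as well. The value of NG933, -4.93, is close to that of WL3597, and the labels and the paper differ on the number of the one and the breed of the other. Over all probes NG933 had r of 0.768 with NG4692, 0.683 with NG3557 and 0.597 with WL3597. The likeness of NG933 and WL3597 at TIC_42 thus did not extend over all probes.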
